A study of Cicer arietinum with 5 samples. Its data were reported in "DNA methylation reprogramming during seed development and its functional relevance in seed size/weight determination in chickpea" (2020).

How the data were processed

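Whole genome bisulphite sequencing measured DNA methylation in developing seeds of Himchana 1, a small-seeded chickpea cultivar. Bisulphite changes unmethylated cytosines to uracil, which is read as T, whereas methylated cytosines are still read as C. Genomic DNA came from seeds at late-embryogenesis (S3, 2 replicates) and mid-maturation (S5, 3 replicates). Groups and replicate numbers were taken from the sample labels.

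Upstream processing was done by the authors: quality filtering in NGS QC Toolkit, then bisulphite alignment in Bismark (defaults) against kabuli chickpea version 1, with ambiguous alignments discarded. Reads mapped to the unmethylated chloroplast genome gave an error rate for each sample, and a cytosine was called a methylcytosine from a depth of 5 reads at a binomial p of 0.0001 or less. In the deposited tables, coverage is a count of reads over each cytosine, and the methylation level is the percent of those reads with C. The replicates were deposited separately. Multiplying the percent by the count gave whole methylated reads, which were used in all tests on reads.

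Each deposited table lists called methylcytosines only. The fewest methylated reads at a listed cytosine was 3 and the fewest reads was 5 in every library. At each of 116 depths checked, the fewest methylated reads matched a binomial limit at a p of 0.0001, with an implied non-conversion rate of 0.378% and 0.321% in S3 replicates 1 and 2 and of 0.346%, 0.356% and 0.381% in S5 replicates 1, 2 and 3. A cytosine that is not listed was either covered by too few reads or not called, and these could not be distinguished. For this reason the share of covered cytosines that are methylated was not computed; the number of listed methylcytosines and the share of each context among them took its place. A cytosine that lost nearly all methylation at a stage is not listed at that stage, so every comparison over shared cytosines leaves out the largest losses and gains. The mean level of called cytosines also depends on depth, because at low depth a weakly methylated cytosine passes the call only when its reads happen to show a high level.

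The tables name no sequence context, and no genome of version 1 was used here. Context was therefore inferred from listed cytosines on the opposite strand, over the union of 40605001 positions of the 5 libraries. A cytosine with an opposite partner 1 base downstream was assigned to CG (8384560 positions), and a cytosine with a partner 2 bases downstream and none at 1 base was assigned to CHG (6803054 positions), where H is A, C or T. The remaining 25417387 positions formed an asymmetric class, which holds CHH cytosines and those CG and CHG cytosines whose partner was listed in none of the libraries. A small subset of 205213 positions was followed by 2 listed cytosines on the same strand and can only be CHH; it is called certain CHH below. Listing in any library counted for this, so the choice favours places where more cytosines were listed at S5. Positions given on more than 1 line, nearly all with different coverage or level, were left out. The forward and reverse strands differed in mean level by at most 0.0384 percentage points in any context and library.

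The library was the replicate for numbers, shares and mean levels. Stages were compared by a two-sided exact permutation test on the absolute difference of the group means over all 10 splits of the 5 libraries into 2 and 3, for which the smallest possible p is 0.1. No such comparison could reach conventional significance, and whether the libraries of the stages overlapped is given beside it.

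Differentially methylated regions were called per context in windows of 100 bp moved by 50 bp. A window needed 3 or more cytosines with 5 or more reads in every library. Methylated and unmethylated reads were compared between S3 and S5 by the likelihood-ratio test of a logistic regression, and q was computed by the Benjamini-Hochberg method over all windows of a context, in place of the sliding linear model of the study. Windows with q of 0.01 or less and a level difference of 25 percentage points or more were called, and called windows of the same direction within 50 bp were merged. This test treats reads as independent and takes no account of variation between replicates. The same calls were therefore made for the other 9 splits of the libraries and with a replicate-aware quasi-binomial test. Its window dispersions were moderated by squeezeVar of limma 3.58.1 in R 4.3.3 and held at 1 or above. In the asymmetric class, p came from an F distribution. In CG and CHG the moderation gave every window the same dispersion, 1.30 in CG and 1.25 in CHG, and p came from a chi-square distribution. In these contexts the test thus scaled all windows alike and did not use the replicate spread of each window. The prior of the dispersions was fitted on windows with at least 10 methylated and 10 unmethylated reads. Windows were also simulated with the coverage of the libraries, of which 200 were lowered at S5 by 30 percentage points. The logistic regression recovered 84.0%, 83.5% and 81.5% of the changed windows in the CG, CHG and asymmetric contexts. The replicate-aware test recovered 82.0%, 76.0% and 57.0%. No rise at S5 was simulated, so the recovery of rises was not measured.

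The strand of the cytosines behind each region was also examined. For regions with all their cytosines on 1 strand, the reads over listed cytosines of the same context on the opposite strand were pooled by stage where each stage had 10 or more.

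Regions named below were chosen by a rule set before the data were examined. For each context and direction, it takes the 1 region with the largest absolute level difference among regions with 5 or more cytosines, a mean coverage of 10 or more per cytosine in every library, and no overlap between the values of the S3 and S5 libraries. Coordinates are 1-based on version 1 of the kabuli genome.

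Alternatives set before the data were examined were a coverage minimum of 10, random thinning of the reads of each library to the mean coverage of the shallowest, a stricter call (p of 1e-06), removal of the 0.1% of cytosines with the highest coverage, pooling of all reads, cytosines listed in all 5 libraries, each replicate left out in turn, and the replicate number as a block. For regions they were also the replicate-aware test, 5 or more cytosines per window, a level difference of 40 percentage points, q of 0.001 and separate windows of 200 bp. Added after the data were seen were regions with cytosines of both strands only, the certain CHH cytosines, CHG split by whether the next base is a listed cytosine (CCG) or not, levels at equal coverage, and a random draw of exactly 20 reads per library at each cytosine with 20 or more reads in all 5 libraries. For levels at equal coverage, the mean level of each library's own list was taken at each coverage from 5 to 60 reads, with 1 limit for the call in all libraries, and averaged over 1 distribution of coverage. Methylation in gene bodies and 2 kb flanks was not analysed here, because no annotation of version 1 was used here; for the same reason no gene is given at the named regions. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3; plots used Matplotlib 3.10.9.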

Results

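DNA methylomes of Himchana 1 seeds at late-embryogenesis (S3) were compared with those at mid-maturation (S5), which the study chose as relevant to seed size and weight. S3 replicates 1 and 2 listed 24562004 and 25783457 methylcytosines, with a median coverage of 14 reads in each. S5 replicates 1, 2 and 3 listed 27776981, 26392558 and 26011939 methylcytosines, with a median coverage of 14, 12 and 13 reads. Mean coverage was 20.2 and 19.8 reads in S3 and 19.6, 15.6 and 19.9 reads in S5, so that S5 replicate 2 was the shallowest library.

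The first comparison asked whether the methylcytosines found in each sequence context changed from S3 to S5. In CG context, 6942267 ± 209782 methylcytosines (SD, n = 2) were listed at S3 and 6870533 ± 292027 (SD, n = 3) at S5. The libraries of the stages overlapped and the difference was not larger than the spread between replicates (exact permutation p = 0.8). In CHG context, 5745999 ± 117747 methylcytosines (SD, n = 2) were listed at S3 and 5504255 ± 139982 (SD, n = 3) at S5. Every S5 library was below every S3 library (exact permutation p = 0.2), but the order was lost when reads were thinned to the depth of the shallowest library, where S5 exceeded S3 by 14350 methylcytosines. In the asymmetric class, 12484465 ± 536169 methylcytosines (SD, n = 2) were listed at S3 and 14352371 ± 655757 (SD, n = 3) at S5. All 3 S5 libraries exceeded both S3 libraries (exact permutation p = 0.1, the smallest possible). The same held for certain CHH cytosines, of which 69614 ± 4063 (SD, n = 2) were listed at S3 and 100443 ± 4175 (SD, n = 3) at S5 (exact permutation p = 0.1).

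**Figure D1:**
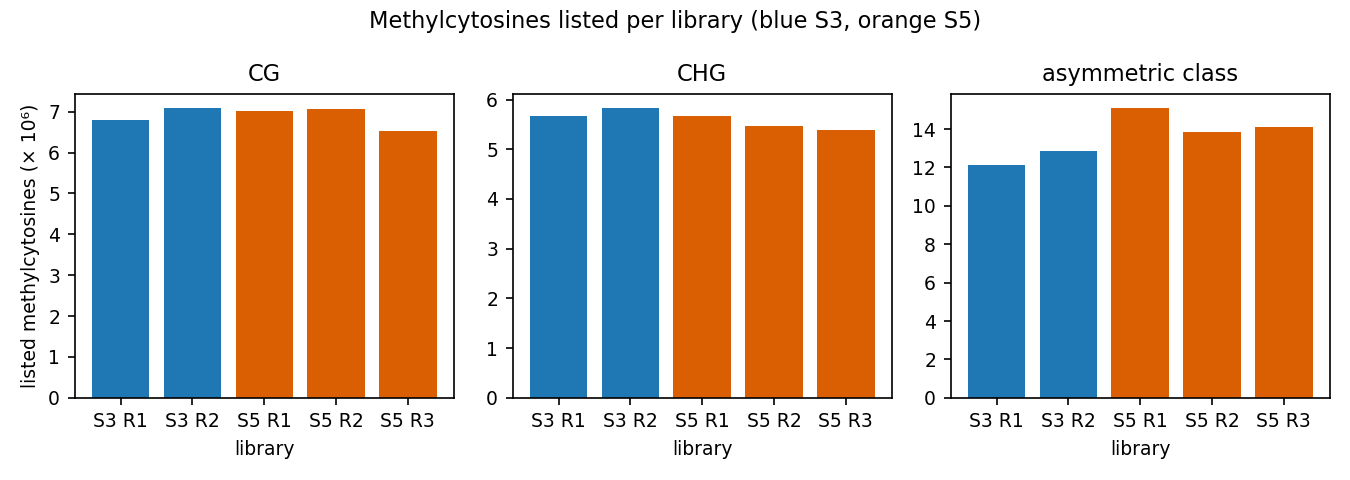
Bars give the number of listed methylcytosines (y axis, from 0) for each library (x axis; blue, S3 replicates 1 and 2; orange, S5 replicates 1 to 3) in each context. The asymmetric bars of S5 lie between 13866271 and 15098211, above the S3 bars of 12105336 and 12863593, whereas the CG bars of the stages overlap.

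The composition of the lists was compared next. CHG cytosines formed 22.8% ± 0.316 (SD, n = 2) of the listed methylcytosines at S3 and 20.6% ± 0.197 (SD, n = 3) at S5 (exact permutation p = 0.1). The asymmetric share was 49.6% ± 0.429 (SD, n = 2) at S3 and 53.7% ± 1.00 (SD, n = 3) at S5 (exact permutation p = 0.1). The CG share was 27.6% ± 0.113 (SD, n = 2) at S3 and 25.7% ± 0.894 (SD, n = 3) at S5 (exact permutation p = 0.2). The libraries of the stages did not overlap in any of these shares. The shares sum to 100% and are not independent: with the S3 number of asymmetric cytosines and the S5 numbers of CG and CHG, the CG share would be 27.6% and the CHG share 22.1%. The CG fall in share, and most of the CHG fall, thus restated the longer asymmetric list.

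The next comparison asked whether the methylation level at methylcytosines changed. Mean level in CG context was 92.6% ± 0.282 (SD, n = 2) at S3 and 92.5% ± 0.630 (SD, n = 3) at S5, with overlapping libraries (exact permutation p = 0.9). Mean level in CHG context was 86.7% ± 0.413 (SD, n = 2) at S3 and 84.0% ± 1.42 (SD, n = 3) at S5, and all S5 libraries were below all S3 libraries (exact permutation p = 0.2). Mean level in the asymmetric class was 42.9% ± 0.755 (SD, n = 2) at S3 and 44.7% ± 0.990 (SD, n = 3) at S5 without overlap (exact permutation p = 0.2). Among the alternative settings, thinning of reads to the shallowest library moved the asymmetric difference furthest down, from 1.79 to 0.262 percentage points, with overlapping libraries (exact permutation p = 1.0).

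Levels were also compared at the cytosines listed in all 5 libraries, which numbered 5020336 in CG, 4064256 in CHG and 5043811 in the asymmetric class. At these cytosines the CHG level was 88.5% ± 0.233 (SD, n = 2) at S3 and 85.7% ± 0.740 (SD, n = 3) at S5 (exact permutation p = 0.1). The asymmetric level was 48.3% ± 0.654 (SD, n = 2) at S3 and 52.8% ± 1.57 (SD, n = 3) at S5 (exact permutation p = 0.1). Neither comparison had overlapping libraries. The CG level was 92.9% ± 0.204 (SD, n = 2) at S3 and 93.0% ± 0.315 (SD, n = 3) at S5, with overlap (exact permutation p = 0.8). The certain CHH cytosines, with 17172 listed in all 5 libraries, had a level of 38.0% ± 0.781 (SD, n = 2) at S3 and 44.8% ± 2.0 (SD, n = 3) at S5 (exact permutation p = 0.1). CHG cytosines followed by a listed cytosine (CCG) had a lower level than the other CHG cytosines at either stage. Their shared-site level was 69.2% ± 0.370 (SD, n = 2) at S3 and 65.8% ± 0.825 (SD, n = 3) at S5, against 90.8% ± 0.217 (SD, n = 2) and 88.1% ± 0.736 (SD, n = 3) for the other CHG cytosines. Both classes were lower at S5 in every library (exact permutation p = 0.1 for each).

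**Figure D2:**
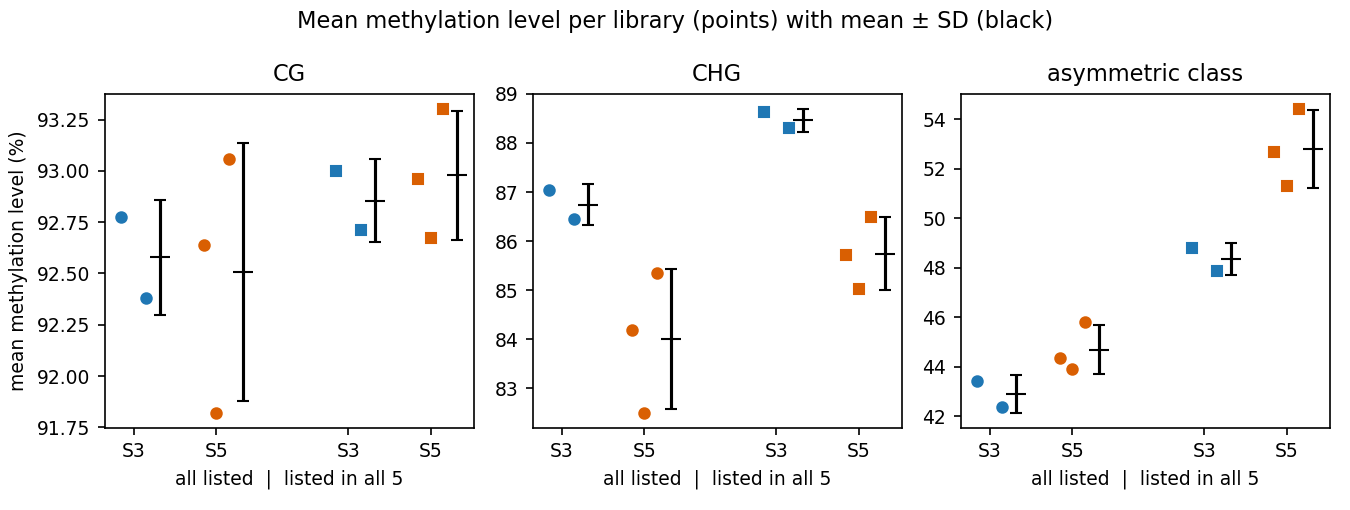
Points give the mean methylation level in percent (y axis) of each library over all its listed cytosines (circles) and over cytosines listed in all 5 libraries (squares), for S3 (blue) and S5 (orange) in each context; black marks give mean ± SD of the 2 S3 or 3 S5 libraries. The y axes do not start at 0; CHG is lower and the asymmetric class higher at S5 without overlap, and CG overlaps.

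At shared cytosines, the CHG level was lower at S5 on 8 of 8 chromosomes, and the stages did not overlap on any of them. The CHG difference (S5 minus S3) ranged from -3.88 percentage points on Ca8 to -2.85 percentage points. The asymmetric level was higher at S5 on all 8 chromosomes without overlap, by 4.41 to 4.64 percentage points. On the unplaced scaffolds the CHG difference was -2.44 percentage points and the asymmetric difference was 4.43 percentage points.

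**Figure D3:**
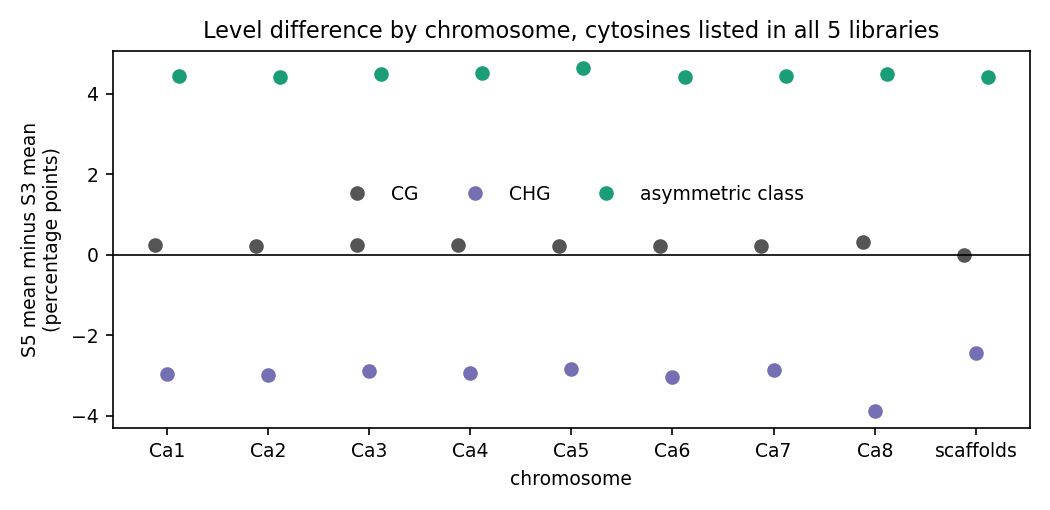
Points give the difference of the S5 and S3 mean levels in percentage points (y axis) on each of the 8 chromosomes and on the pooled scaffolds (x axis), over cytosines listed in all 5 libraries. The CHG points lie between -3.88 and -2.44, the asymmetric points between 4.41 and 4.64, and the CG points near 0 with overlapping libraries.

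Differentially methylated regions were then called to locate changes between the stages. In CG context, 1403593 windows were tested and 732 regions were called, of which 267 were higher and 465 lower at S5. In CHG context, 1206657 windows gave 2320 regions, of which 29 were higher and 2291 (98.8%) lower at S5. In the asymmetric class, 1536315 windows gave 5104 regions, of which 4605 (90.2%) were higher and 499 lower at S5. The median region was 100 bp long in each context. Median level differences lay near the limit for a call, at -29.1 percentage points for CG regions lower at S5, -28.1 for CHG regions lower at S5 and 27.3 for asymmetric regions higher at S5. The limit on the level difference moved these counts most, since 45 CG, 106 CHG and 116 asymmetric regions were called at 40 percentage points. The replicate-aware test called 514 CG, 1786 CHG and 1362 asymmetric regions, of which 17 CHG regions and 1206 asymmetric regions were higher at S5. Its CG and CHG counts do not weigh the replicate spread of single regions, because all windows of these contexts shared the same dispersion. Without S5 replicate 3, 1198 CG and 3487 CHG regions were called. The asymmetric count was 8532 without S3 replicate 1 and 8418 without S5 replicate 2. The direction of the CG regions depended on a single library, as 53.9% of 843 regions were higher at S5 without S3 replicate 1, against 36.5% with it.

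All cytosines of a region lay on 1 strand in 36.5% of CG, 29.6% of CHG and 72.8% of asymmetric regions, against 23.3%, 19.8% and 41.4% of the windows tested. Where the opposite strand could be measured, it changed in the direction of the region in 88.8% of 187 CG, 91.9% of 521 CHG and 63.7% of 2248 asymmetric regions. The median difference in that direction was 29.4 percentage points on the strand used and 18.4 on the opposite strand in CG, 28.5 and 20 in CHG, and 27.5 and 3.88 in the asymmetric class. A smaller change on the opposite strand was expected, since regions were selected on the strand used. In the asymmetric class it was no larger than the median rise of 4.46 over all windows tested. The 3.88 pools regions higher and lower at S5, each signed in its own direction, and a general rise counts against the lower ones. The value without any change of the regions would thus be below 4.46, and no split by direction was made. Whether the opposite strand supports the asymmetric regions beyond the general rise was therefore not decided. Regions with the opposite strand listed at only 1 stage were not measured.

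Other splits of the same libraries also gave regions under the logistic regression. The 9 other splits gave 11 to 517 CG regions, 10 to 1074 CHG regions and 194 to 3940 asymmetric regions, fewer than S3 against S5 in each context. In 6 of these splits the S3 libraries were placed in different groups, and the counts were 11 to 100 for CG, 10 to 53 for CHG and 194 to 1101 for the asymmetric class. In the 3 splits that kept the S3 libraries together with an S5 library, the counts were 134 to 517, 405 to 1074 and 1314 to 3940. Their CHG regions were nearly all higher in the group with the S3 libraries: 1064 of 1074, 399 of 405 and 463 of 467. These are for S5 replicates 1 and 2, 1 and 3, and 2 and 3 set apart. In the same order, 822 of 1314, 3843 of 3940 and 1518 of 1736 asymmetric regions were lower in that group. These are the directions of S3 against S5, so the counts of these splits are not background alone.

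**Figure D4:**
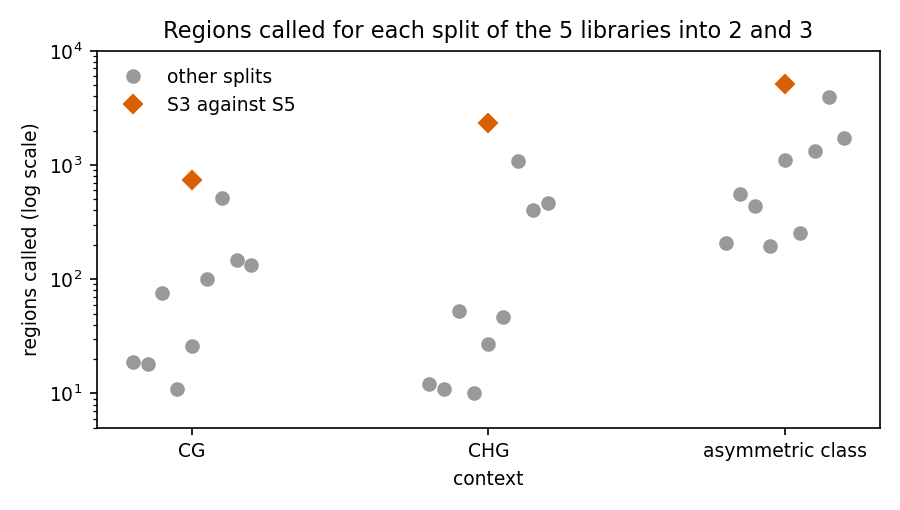
Points give the number of regions called (y axis, log scale) for each of the 10 splits of the 5 libraries into 2 and 3, by context (x axis); the diamond is S3 against S5 and grey circles are the 9 other splits. The diamonds lie at 732, 2320 and 5104 regions, above all circles of the same context.

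The CG region named as lower at S5 lay on Ca3 at 34493901 to 34494050. Its 6 CG cytosines all lay on the reverse strand and had a level of 93.6% ± 1.36 (SD, n = 2) at S3 and 41.3% ± 6.12 (SD, n = 3) at S5, at a mean coverage of 10.7 to 18.0 reads per cytosine (smallest window q = 1.15e-28, logistic regression with Benjamini-Hochberg adjustment). Their forward partners were not listed in all libraries; where listed, their pooled level was 88.0% and 88.5% in the S3 libraries and 42.9%, 64.5% and 54.5% in S5 replicates 1, 2 and 3, of which replicate 1 listed 1 partner only. The 4 CHG cytosines in the same interval had a level of 82.4% ± 3.93 (SD, n = 2) at S3 and 36.9% ± 4.47 (SD, n = 3) at S5. The 5 asymmetric cytosines overlapped between the stages, at 40.7% ± 6.86 (SD, n = 2) and 39.2% ± 5.92 (SD, n = 3). The CG region named as higher at S5 lay on Ca3 at 38722151 to 38722350. Its 6 cytosines had a level of 35.9% ± 3.96 (SD, n = 2) at S3 and 73.6% ± 7.54 (SD, n = 3) at S5, at a mean coverage of 13.5 to 22.2 reads (smallest window q = 3.87e-10, logistic regression). It was not called at a coverage minimum of 10, where its difference was 32.2 percentage points, or with 5 or more cytosines required per window.

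The CHG region named as lower at S5 lay on Ca2 at 8479401 to 8479550. Its 5 CHG cytosines had a level of 81.0% ± 2.88 (SD, n = 2) at S3 and 25% ± 4.38 (SD, n = 3) at S5, at a mean coverage of 37.8 to 61.2 reads (smallest window q = 8.41e-73, logistic regression). This coverage was far above the median CHG coverage of 11 to 13 reads in the libraries. It was highest in S5 replicate 2 (61.2), the shallowest library, and the cause was not tested. The 24 asymmetric cytosines within it had a level of 51.8% ± 5.14 (SD, n = 2) at S3 and 18.1% ± 3.74 (SD, n = 3) at S5. The CHG region named as higher at S5 lay on Ca7 at 46604051 to 46604200, with a level of 43.8% ± 9.26 (SD, n = 2) at S3 and 71.9% ± 2.78 (SD, n = 3) at S5 over 5 cytosines, all on the forward strand, with 19.8 to 36.6 reads (smallest window q = 2.52e-11, logistic regression). All 5 reverse partners were listed in S5 replicate 1 (84.2%), but only 1 in S5 replicates 2 and 3 each (83.3%) and in S3 replicate 2, and none in S3 replicate 1, so the stages could not be compared on that strand. Without S3 replicate 2 its difference was 21.3 percentage points and it was not called, and it was also not called with 5 or more cytosines per window or at a difference of 40 percentage points.

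**Figure D5:**
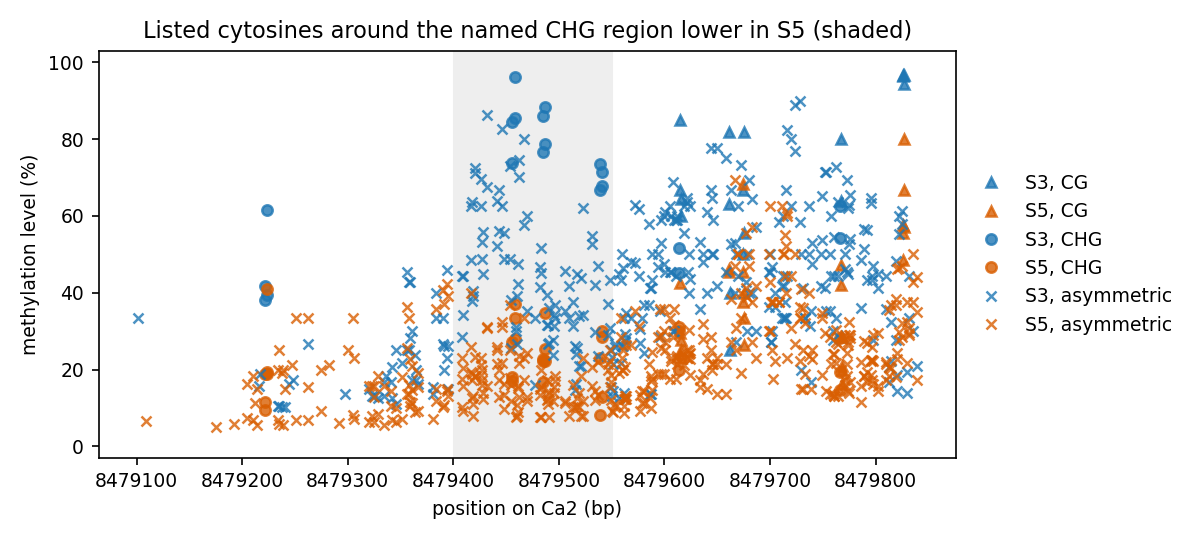
Each symbol is the methylation level in percent (y axis) of a listed cytosine in a single library at its position on Ca2 in bp (x axis), for S3 (blue) and S5 (orange); triangles are CG, circles CHG and crosses asymmetric cytosines, and the shaded interval is the region from 8479401 to 8479550. Within the interval the CHG level was 81.0% at S3 and 25% at S5, and the asymmetric level was 51.8% and 18.1%.

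The asymmetric region named as higher at S5 lay on Ca7 at 14621051 to 14621250. Its 11 cytosines, all on the forward strand, had a level of 33.9% ± 7.59 (SD, n = 2) at S3 and 73.0% ± 6.63 (SD, n = 3) at S5, at a mean coverage of 16.4 to 37.3 reads (smallest window q = 3.82e-52, logistic regression). On the reverse strand, 18 and 22 asymmetric cytosines were listed in S5 replicates 1 and 2, at 71.3% and 70.5%, and none in the S3 libraries or S5 replicate 3, so the stages could not be compared on that strand. The 2 CG cytosines within it overlapped between the stages, at 93.4% ± 4.07 (SD, n = 2) and 92.8% ± 6.15 (SD, n = 3). The asymmetric region named as lower at S5 lay on scaffold363 at 39551 to 39800, with a level of 75.3% ± 0.637 (SD, n = 2) at S3 and 31.1% ± 6.13 (SD, n = 3) at S5 over 11 cytosines, all on the forward strand, with 12.4 to 16.6 reads (smallest window q = 4.43e-30, logistic regression). Its S3 level is high for CHH, and CG or CHG cytosines with unlisted partners cannot be excluded there. The named regions were chosen for large differences; the median differences given above describe regions in general.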

Values the study reported

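For Himchana 1, the study reported that uniquely mapped read pairs covered 86–87% of the genome. It gave average levels at methylcytosines of 92.47–92.58% in CG, 84.59–86.91% in CHG and 41.81–46.62% in CHH context. At S3, it found 56.4% of CG, 41.6% of CHG and 7.8% of CHH cytosines to be methylated. It described the methylated fraction of CG and CHG as higher at S3 than at S5, and that of CHH as similar. These fractions are a different measure from the number and share of listed methylcytosines used here.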

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

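The certain CHH, CCG, 20-read, equal-coverage and both-strand alternatives were chosen after seeing the data; the others were set beforehand. The asymmetric rise in number, share and level and the CHG fall in share and level kept their direction under all alternatives run, as did the CG fall in share, which restates the longer asymmetric list. The CHG level difference ranged from -3.49 to -1.98 percentage points over 15 alternatives and the asymmetric level difference from 0.262 to 4.46 percentage points over 14. The replicate block is counted among these, but it leaves out S5 replicate 3. Its differences in number, share and level equal those without that library. With no permutation p able to fall below 0.1, these alternatives test direction and size only.

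The number of CG methylcytosines and the CG level had no stable direction. The CG number difference was -71734; it became 253712 after thinning, 96528 in the replicate block, and -220072 to 96528 when each library was left out. The CG level difference of -0.0719 became 0.123 percentage points over cytosines listed in all 5 libraries, and -0.349 to 0.270 when each library was left out. The fall in the CHG number turned into a rise of 14350 after thinning. Thinning matched the mean coverage at shared cytosines and did not address its evenness. S5 replicate 2, the shallowest library, was left as it was and so kept its whole list, while the others lost part of theirs. A draw of 20 reads was made at cytosines with 20 or more reads in all 5 libraries. There the level differences were -0.0757 percentage points for CG, -2.75 for CHG and 3.92 for the asymmetric class. At equal coverage over each library's own list they were -0.228, -3.03 and 0.293, with asymmetric libraries overlapping. Without S5 replicate 2 the same differences were 0.268 for CG, with overlap, and -2.00 for CHG and 1.25 for the asymmetric class, without overlap.

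For regions, 25 of 42 alternatives left the count within a factor of 1.5. A level difference of 40 percentage points gave 45 CG, 106 CHG and 116 asymmetric regions. A coverage minimum of 10 gave 359, 1011 and 2569, and 5 or more cytosines per window gave 173, 566 and 2153; both settings test fewer cytosines or windows. Asymmetric regions also fell to 1362 in the replicate-aware test, which overlapped 1361 of the 5104, and to 2400 with windows of 200 bp. Regions with cytosines of both strands numbered 465 in CG, 1633 in CHG and 1387 in the asymmetric class, with the same majority directions. Leaving out each library gave 635 to 1198 CG, 1840 to 3487 CHG and 5418 to 8532 asymmetric regions. The libraries that moved a count by over 1.5 times were S5 replicate 3 for CG (1198) and CHG (3487), and S3 replicate 1 (8532) and S5 replicate 2 (8418) for the asymmetric class; more windows qualify when fewer libraries must cover them, and no further cause was tested. The percent of CG regions higher at S5 was 26.6 to 53.9 when each library was left out, with the majority changing without S3 replicate 1. The CHG percent stayed at 0 to 3.42 and the asymmetric percent at 76.7 to 95.2 under all alternatives.

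S3 and S5 share replicate numbers 1 and 2. Deviations of same-numbered libraries from their stage means correlated across windows at 0.0122 and 0.00692 in CG, 0.00594 and 0.0108 in CHG, and 0.0102 and 0.0298 in the asymmetric class, so the numbers gave no sign of pairing. With the replicate block, 963 CG, 2761 CHG and 4901 asymmetric regions were called, the CHG level difference was -3.40 and the asymmetric level difference 1.24 percentage points. Both level differences equal those without S5 replicate 3, which the block leaves out, so they are no separate check.

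The named regions were still called in 73 of 78 combinations of region and alternative; they were chosen for large differences without overlap, so this is no test of their direction. Methylation in genes and flanks, with its 3 alternatives, was not run. At the depth of these libraries, the logistic regression recovered 81.5% of simulated asymmetric windows lowered at S5 by 30 percentage points and 84.0% in CG. Rises, the main direction of the asymmetric regions, were not simulated. The replicate-aware test recovered 57.0% and 82.0%, with a higher mean dispersion in the asymmetric class (1.49) than in CG (1.30).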

Other observations

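The tests of conversion, of certain CHH cytosines, of windows chosen in part of the libraries, of equal coverage and of the other splits were chosen after the results were seen. Cytosines listed in all libraries were an alternative set beforehand, but were used against an explanation only afterwards. Those on thinning, 20 reads per cytosine, windows, density and coverage evenness were written down before their results were seen.

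The CHG fall at S5 was weighed against technical explanations. After thinning to the depth of the shallowest library, the CHG difference was -2.92 percentage points without overlap. It was -2.75, also without overlap, with 20 reads drawn per library at 318056 CHG cytosines. These had 20 or more reads in every library and are a small part of the 4064256 CHG cytosines listed in all 5 libraries. Both values argue against read depth, the draw for deeply covered cytosines only. Over shared cytosines it was -2.72, which argues against a difference in which cytosines were listed. The implied non-conversion rates differed by 0.0114 percentage points between the stages, far less than the fall, and were not higher at S3 on average. A change between the developmental stages remains a hypothesis, since stage is the only difference the labels give and batches of library preparation were not given. The samples were seeds, and the paper states that chickpea endosperm is gone before S5. A change in tissue make-up was not separated from a change of methylation within a tissue.

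The asymmetric rise was less clear over the full lists. After thinning, the difference was 0.262 percentage points with overlapping libraries, so read depth may account for the small rise over each library's own list when S5 replicate 2 is included. For S5 replicates 1 and 3 against S3, the difference of 2.18 percentage points became 1.25 at equal coverage, without overlap, and did not overlap at 54 of 56 depths, which argues against read depth as the whole cause for these libraries. S5 replicate 2 went the other way: at equal coverage its level was 43.1%, below the S3 libraries at 44.9% and 44.4%, so a rise over the full lists was not shared by all S5 libraries. With 20 reads drawn in each library the difference was 3.92 percentage points, again without overlap. The draw used 511687 of the 5043811 asymmetric cytosines listed in all 5 libraries. It needed 20 or more reads in every library and thus speaks for deeply covered cytosines only. Certain CHH cytosines rose by 3.18 percentage points. Their choice favours a rise, since it needs 2 following cytosines listed in any library and S5 had the longer asymmetric lists. The rise of this subset therefore does not decide how far CG and CHG cytosines contributed to the rise of the class. The implied non-conversion rates overlapped between the stages and differed by 0.0114 percentage points, too little for the rise. For the shared cytosines, a gain of CHH methylation between S3 and S5 is the hypothesis left open. CG and CHG cytosines in the class, the loss of endosperm before S5 and unrecorded differences between the libraries stay open beside it.

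S3 against S5 gave the largest number of regions in each context: 1 of the 10 splits (S3 against S5 itself) gave as many CG regions, 1 of 10 as many CHG regions and 1 of 10 as many asymmetric regions. With 10 splits the share cannot be lower than 0.1, so chance cannot be excluded by this count.

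Windows called as lower in CHG at S5 showed less of the general asymmetric rise. In 325 non-overlapping windows called as lower in CHG at S5 and also tested for asymmetric cytosines, the median asymmetric difference was -5.67 percentage points, and 27.7% of them rose. Over all 280885 windows tested for both, the median was 5.03 percentage points and 81.0% rose. Medians of 1000 random sets of windows matched on the S3 asymmetric level lay between 4.12 and 5.55 for the central 95% of sets. Choosing windows by their CHG level in the same libraries exaggerates this contrast, because the differences are correlated. Windows were therefore called as lower in CHG from 1 library of each stage and measured in the other 3 libraries, for all 6 choices (119 to 448 windows). There the median CHG difference was -22.3 to -13.3 and the median asymmetric difference -3.04 to 2.01 percentage points, below windows matched on the S3 asymmetric level in 6 of 6 choices, while 41.1% to 56.7% of windows rose. This argues against a shift from CHG to asymmetric methylation as the general rule in windows called as lower in CHG, although not in each of them. For windows in general, co-occurrence alone did not decide. A CHG fall together with an asymmetric rise was found in 55.0% of all windows. This was close to the 56.6% expected from independent changes of this frequency. Changes this general share most windows whether or not they are linked. CHG cytosines misplaced in the asymmetric class are not excluded as a cause. Asymmetric cytosines followed by a listed cytosine also fell in CHG-lower windows, but how many of them are misplaced was not measured. These windows were chosen in the same libraries, and these cytosines were not measured in libraries left out of the choice. The difference of these cytosines was -5.32 percentage points over 381 cytosines, without overlap, against 6.66 in the other windows. Of the 2291 CHG regions lower at S5, 37 overlapped an asymmetric region lower at S5 and 10 an asymmetric region higher at S5, although higher asymmetric regions were far more numerous. The CHG and asymmetric differences correlated positively across windows (which are not independent replicates) in every split, so the coupling was not particular to the stages. It was strongest for S3 against S5, at r of 0.207. The 3 splits that kept the S3 libraries together gave 0.170 to 0.192, and the 6 with them apart 0.146 to 0.157. A shift in which windows losing more CHG gain more asymmetric methylation would give a negative r. These values argue against such a shift over the windows tested for both, but not against a change of equal size in all of them. A candidate explanation is that non-CG methylation varies jointly at a subset of loci on top of a general asymmetric rise, and the cause was not tested.

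The CHG fall was not confined to regions dense in methylcytosines. Over 100 kb bins of the chromosomes, sorted by their number of CG methylcytosines into 5 classes of about equal size, the CHG difference was -4.04 percentage points in the sparsest class and -2.58 in the densest, with intermediate values of -3.56, -3.15 and -2.85 between them. The stages did not overlap in any class. The difference between classes was not tested, and no biological explanation was tested for it.

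Regions called were more often on the 8 chromosomes than the windows tested. Chromosomes held 83.2% of CG, 77.2% of CHG and 79.8% of asymmetric regions, against 57.0%, 53.4% and 58.7% of the windows tested; the rest were on scaffolds. This contrast was not weighed against coverage or repeats.

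S5 replicate 2 listed 369274 CG cytosines found in none of the other libraries, against 47462 to 90254 in each of the others, although it was the shallowest library. Their mean level was 86.6%, and 61.0% of its whole list lay on chromosomes, against 57.5% to 58.7% in the others. More even coverage in that library is a candidate explanation: the other libraries had 0.879 of their median CG coverage around these cytosines. The same ratio was 0.756 to 0.841 around the cytosines listed only in each other library, as such places are poorly covered elsewhere by selection, so this ratio does not separate even coverage from other differences of this library. On average over the other libraries, 26.2% of these cytosines had no listed cytosine of that library in their 100 bp window, against 11.9% to 13.2% for the cytosines listed only in each other library. This goes with places left uncovered in the others, but unlisted cytosines may also be unmethylated, so the explanation stays open. No biological explanation was tested.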
